A study of Homo sapiens with 4 samples. Its data were reported in "Nutrient stress diverts RRN3 from rRNA transcription to alternative polyadenylation of autophagy mRNAs in ovarian cancer" (2025).

How the data were processed

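Chromatin immunoprecipitation with an antibody against RNA polymerase II (Pol II), followed by sequencing (ChIP-seq), was carried out by the study in SK-OV-3 cells, an established human ovarian cancer line. Cells carried either a short hairpin RNA against RRN3 (shRRN3) or a control hairpin against the bacterial gene LacZ (shLacZ). The labels list 4 samples, which are 1 Pol II library and 1 input library (chromatin without immunoprecipitation) for each hairpin. The Pol II libraries are represented by 1 peak list each, and the 2 input libraries were not analysed here. Per the methods, sequencing ran on a BGISEQ-500 instrument.

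Each deposited list gives the chromosome, start, end, name and score of every peak, and the authors called peaks separately in each library. The peak names carry the name of the program MACS. The version, the aligner, the handling of duplicate reads, the threshold and the use of the input as control are not stated. The deposited score was taken to be 10 times the −log10 of the peak p-value, an assumption that rests on the lowest values of 50.03 in shLacZ and 50 in shRRN3, the latter being a p of 1e-05 on this scale, and on a common ceiling of 3100. These scores are the authors' own and depend on depth. They were used to rank or filter peaks within a list, except that the stricter-score alternative applied the shLacZ median as a minimum to both lists. That alternative is thus not alike for both libraries if their depth differed. The other deposited columns are coordinates. No genome build is stated for these lists, and GRCh38 was settled from the versions of the sequence names and from the enrichment of peak midpoints at annotated start sites.

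A peak list holds no read counts, so the sequencing depth is unknown from these lists, and depth from other sources was not used here. The intervals given are 95% intervals over the number of peaks. They cover counting error only, they treat peaks as independent although neighbouring peaks are not, and they compare these libraries and not the conditions. Exact Clopper-Pearson intervals were used for shares, Newcombe intervals for differences of shares, and exact conditional intervals for ratios of counts. No p-value was computed between the hairpins, since each had 1 library.

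Genes came from GENCODE release 44, with 20033 protein-coding genes among 62663 annotated genes on chromosomes 1 to 22, X and Y (the primary chromosomes). The transcription start site (TSS) and the transcription termination site (TTS) of a gene were the bounds of its annotated span. Each peak was assigned once by its midpoint, in the order upstream 2 kb, exon, intron, downstream 2 kb and intergenic, using protein-coding genes. A peak counted as lying at a TSS when its midpoint was within 1 kb of it, and at a TTS when within 0.5 kb. Peaks of the lists overlapped when they shared at least 1 bp. Chance levels came from 1000 circular shifts, each moving the peaks of a chromosome by a common random distance. Such shifts do not keep peaks in gene-rich stretches, so local shifts of 50 to 500 kb were added after the data were seen. A list of 46 core autophagy genes, fixed before the data were examined, was set against 10000 random lists of as many protein-coding genes.

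The named items followed a rule fixed before the data were examined. They were COMMD3, BMI1, RRN3, OPTN, BECN1, RPTOR, ATG5 and ATG16L1, then the 5 highest-scoring peaks on primary chromosomes in each list, then the 5 genes per list with the highest-scoring TSS peak found in that list alone. Of the genes this rule selects, 1 is not reported here. Other named genes were chosen after their values were seen. Base composition was read from the GRCh38 sequence, as the GC share of the 200 bp around each midpoint and as the share of a peak's bases in GGAAT or ATTCC words, the repeat unit of a family of satellite DNA. The minimum of 20% for that share was chosen after the data were seen, and 30% was tried beside it.

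Alternatives fixed before the data were examined were a stricter score, other overlap rules, other window sizes, all annotated genes, covered bases in place of peaks, another order of regions, the removal of the 48 densest bins of 1 Mb, the removal of gene ends within 2 kb of any annotated start, and the shRRN3 list reduced to its highest-scoring peaks so that it was as long as the shLacZ list. The window and overlap code was tested on simulated lists, in which a planted 35% of peaks at starts was recovered as 35% in the simulated shLacZ list and a planted 25% as 25.0% in the simulated shRRN3 list. Overlaps were checked against bedtools 2.31.1. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.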

Results

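Pol II ChIP-seq was used to ask how knocking down RRN3, an initiation factor of RNA polymerase I, affected where Pol II was found along genes in SK-OV-3 cells. The data were 1 list of Pol II peaks from shLacZ control cells and 1 list from shRRN3 cells. There were no replicates, so none of the differences below could be set against a spread between replicates.

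The shLacZ list held 4014 peaks and the shRRN3 list held 14363 peaks, a ratio of 3.58 (95% interval 3.45 to 3.71). The ratio rose to 4.37 when peaks of both lists had to reach a score of 66.05, the median of the shLacZ list, and this was the alternative that moved it most. On the primary chromosomes the lists held 3920 and 14322 peaks. The median peak width was 306 bp in shLacZ and 432 bp in shRRN3. The widest peaks spanned 35798 bp and 13277 bp. Peaks covered 1.61 Mb in shLacZ and 7.75 Mb in shRRN3, which was 4.80 times as much. Among the chromosomes other than Y, the ratio of peak numbers ran from 2.72 on chromosome 16 to 4.83 on chromosome 7. Chromosome Y carried 4 peaks in shLacZ and 1 in shRRN3.

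The overlap of the lists was examined next. Of the 3920 shLacZ peaks, 2594 were overlapped by a shRRN3 peak, or 66.2% (interval 64.7% to 67.7%). Shifted shLacZ peaks were overlapped at 0.514% on average and at 1.86% at most. Of the 14322 shRRN3 peaks, 2427 were overlapped by a shLacZ peak, or 16.9% (interval 16.3% to 17.6%), against 0.138% for shifted peaks. The shLacZ value moved most, to 38.6%, when at least 50% of both peaks had to be shared. Overlap depended on the score. In shLacZ it rose from 44.5% in the lowest quintile of scores to 92.1% in the highest, and in shRRN3 from 4.57% to 44.99%. Unmatched shLacZ peaks were narrower than overlapped ones, with median widths of 214.5 bp and 390 bp.

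**Figure D1:**
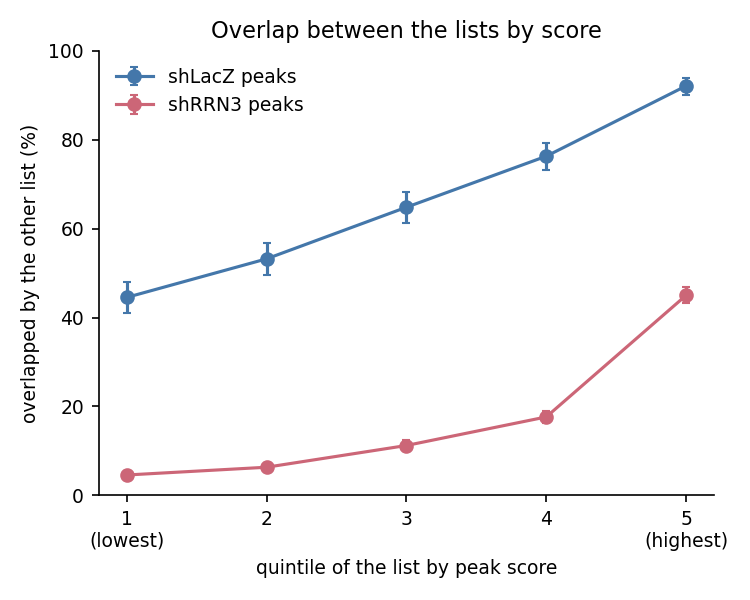
Share of the peaks of each list overlapped by the other list (percent, vertical axis) in each quintile of the list by peak score (horizontal axis), for shLacZ and shRRN3, with exact 95% counting intervals as bars. The share rises from 44.5% to 92.1% in shLacZ and from 4.57% to 44.99% in shRRN3.

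The study compared Pol II coverage over gene regions, and the same regions were used to classify the peaks. Upstream 2 kb regions held 16.9% of shLacZ peaks and 17.8% of shRRN3 peaks, a difference of 0.931 percentage points that was within counting error (interval −0.423 to 2.24). Exons held 21.9% and 18.5%, a difference of −3.42 points (−4.88 to −2.00). Introns held 29.4% and 37.1%, a difference of 7.65 points (6.002 to 9.26). Downstream 2 kb regions held 2.96% and 2.66%, a difference of −0.299 points that was within counting error (−0.929 to 0.260). Intergenic sequence held 28.8% and 23.96%, a difference of −4.86 points (−6.46 to −3.30). Shifted peaks fell upstream at 1.43% in shLacZ and 1.42% in shRRN3, in exons at 3.84% and 3.83%, in introns at 40.4% and 40.1%, downstream at 0.922% and 0.920%, and in intergenic sequence at 53.4% and 53.7%. The differences in exons and introns were no longer detectable, at 0.434 points (−1.40 to 2.27) and −0.179 points (−2.19 to 1.84), when the shRRN3 list was reduced to its highest-scoring 3920 peaks. With that reduced list the upstream difference was 6.53 points (4.76 to 8.30), which exceeded counting error. The intergenic difference was no longer detectable, at 0.528 points (−1.12 to 2.13), when the 48 densest 1 Mb bins were left out.

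**Figure D2:**
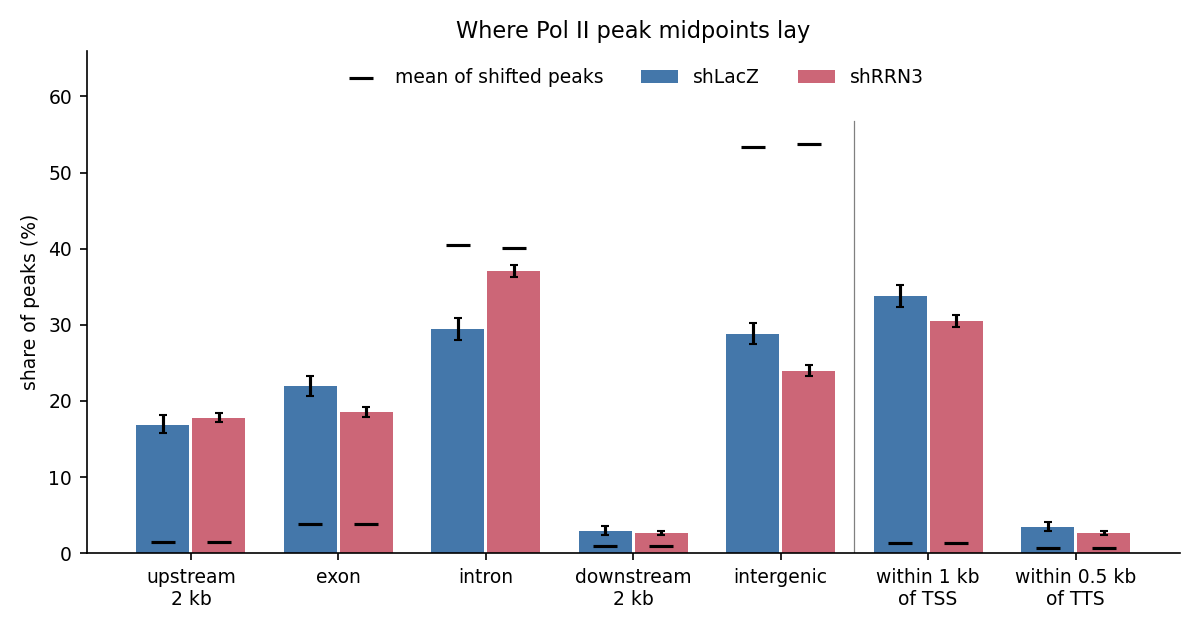
Share of peak midpoints (percent, vertical axis) in each of 5 gene regions and, right of the line, within 1 kb of a TSS or 0.5 kb of a TTS, for shLacZ and shRRN3; error bars are exact 95% counting intervals and black dashes the mean of 1000 circular shifts. Introns held 29.4% of shLacZ and 37.1% of shRRN3 peaks, while TSS windows held 33.8% and 30.5%, far above the shifted levels.

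The ends of genes were set against their starts, a contrast that the study drew. At TSSs lay 1324 shLacZ peaks, or 33.8% (interval 32.3% to 35.3%), and 4372 shRRN3 peaks, or 30.5% (29.8% to 31.3%). The difference was −3.25 points (−4.92 to −1.60). These shares were 24.8 and 22.7 times those of shifted peaks. With the shRRN3 list reduced to its highest-scoring 3920 peaks the difference became 7.96 points (5.82 to 10.1), so its direction depended on which peaks were compared. At TTSs lay 137 shLacZ peaks, or 3.49% (2.94% to 4.12%), and 383 shRRN3 peaks, or 2.67% (2.42% to 2.95%), a difference of −0.821 points (−1.49 to −0.222). These shares were 4.86 and 3.80 times those of shifted peaks. The TTS difference became 0.128 points in the reduced list, within counting error (−0.697 to 0.953). It became −0.0858 points when ends within 2 kb of any annotated gene start were left out, with 1.38% and 1.29% of peaks at the remaining ends, a difference within counting error (−0.536 to 0.291). Without the 48 densest 1 Mb bins the TTS difference was −0.430 points, also within counting error (−1.11 to 0.156).

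The number of TTS peaks divided by the number of TSS peaks was 0.103 in shLacZ and 0.0876 in shRRN3. The shRRN3 ratio was 0.847 times the shLacZ ratio, with an interval of 0.688 to 1.05 from the conditional odds ratio. A change at ends relative to starts was thus not detectable from these peak numbers. Only 75 shLacZ and 243 shRRN3 TTS peaks did not also lie at a TSS, so the others count on both sides of the ratio. The interval does not allow for that. Without ends near a start, where no peak counts on both sides, the relative ratio was 1.04 (0.757 to 1.44). The study's contrast was of Pol II coverage, which peak numbers do not measure.

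**Figure D3:**
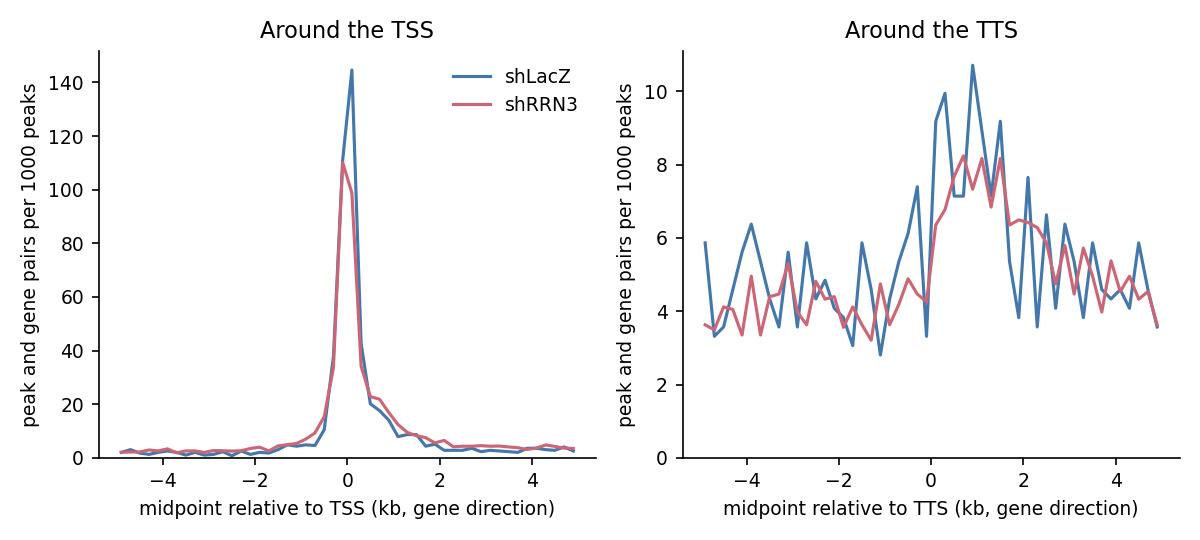
Pairs of a peak midpoint and a protein-coding gene per 1000 peaks (vertical axis) in 200 bp bins from 5 kb before to 5 kb after the TSS (left) and the TTS (right), in the direction of the gene (kb, horizontal axis), for shLacZ and shRRN3; the panels have different vertical scales. The highest bin around the TSS holds 145 pairs per 1000 peaks in shLacZ and 110 in shRRN3, and around the TTS 10.7 and 8.24.

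A peak within 1 kb of the TSS was found at 1514 protein-coding genes in shLacZ and at 4754 in shRRN3, or 7.56% and 23.7% of 20033 genes. Both lists had such a peak at 1284 genes, shLacZ alone at 230 and shRRN3 alone at 3470. Of the shLacZ genes, 84.8% also had one in shRRN3 (interval 82.9% to 86.6%). With the shRRN3 list reduced to 3920 peaks, the numbers were 849 genes in both, 665 in shLacZ alone and 1102 in shRRN3 alone.

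The highest-scoring TSS peaks found in shLacZ alone were at HCFC1R1, THOC6, ID1, RCC1 and EIF1. HCFC1R1 and THOC6 shared a peak, so these genes had 4 distinct peaks. Each was overlapped by a shRRN3 peak, while no shRRN3 midpoint lay within 1 kb of the TSS. Among the highest-scoring in shRRN3 alone were those at VIM, H4C1, C12orf57 and CAPNS1. Of these, the C12orf57 peak (chromosome 12, 6943359 to 6944462, score 471) had no overlapping shLacZ peak, and the nearest shLacZ midpoint lay 75466 bp from the TSS. The peaks at VIM, H4C1 and CAPNS1 were overlapped.

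The RRN3 gene itself (chromosome 16, 15060033 to 15094311) had no peak within the gene or 2 kb around it in either list. The lists give Pol II positions and not RNA or protein levels, so they could not check the knockdown. RRN3 has annotated pseudogene copies on the same chromosome, and the treatment of reads shared between copies is not stated.

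COMMD3 and BMI1 were examined because the study followed readthrough from the first gene into the second. COMMD3 (chromosome 10, 22316386 to 22320306) and BMI1 (22321099 to 22331484) lie on the plus strand, 792 bp apart. At the COMMD3 start, shLacZ had peaks of scores 64.1 and 64.5 and shRRN3 had peaks of scores 77.6 and 56.4. Between the genes, shLacZ had a peak of 345 bp and score 131 (22320737 to 22321081). Its midpoint lay 603 bp past the COMMD3 end and 190 bp before the BMI1 start, so the position alone does not assign it to either gene. The peak had a GC share of 78.0% around its midpoint, and 29.7% of shLacZ start peaks with a GC share of 75% or more lacked a shRRN3 counterpart, but 0 of the 9 others with a score at least as high did. No shRRN3 peak overlapped it, and the nearest was 3734 bp away. Within BMI1, shRRN3 had a peak of score 54.5 (22328020 to 22328238), near the lowest score listed.

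**Figure D4:**
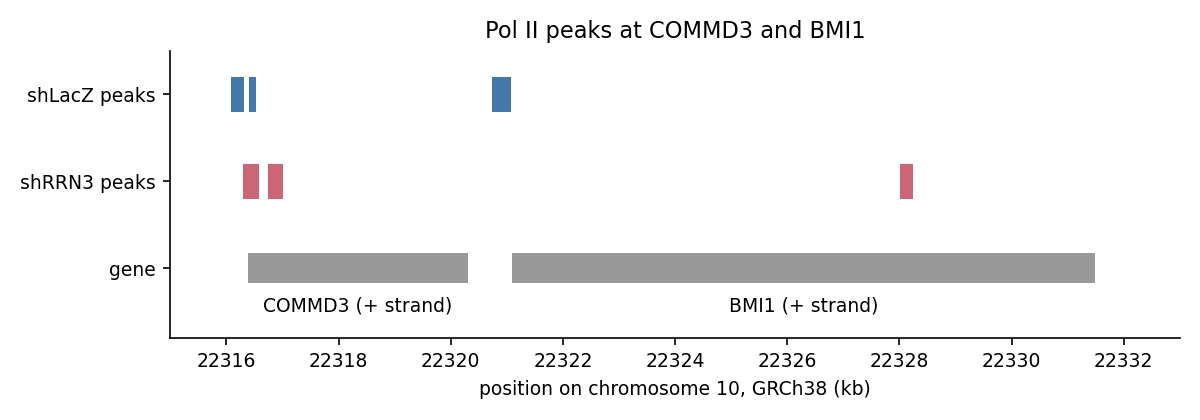
Peaks of shLacZ and shRRN3 (bars) above the spans of COMMD3 and BMI1 on chromosome 10 of GRCh38 (kb, horizontal axis). The shLacZ peak at 22320737 to 22321081 lies between the genes and has no shRRN3 counterpart.

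Among the autophagy genes that the study followed, OPTN, BECN1, RPTOR and ATG5 had peaks in shRRN3 alone. The peak nearest the OPTN start (chromosome 10, 13099792 to 13100375) had a score of 62.3, that at BECN1 (chromosome 17, 42832834 to 42833671) a score of 84.6, that at RPTOR (chromosome 17, 80544576 to 80545011) a score of 69.8 and that at ATG5 (chromosome 6, 106325224 to 106326096) a score of 89.5. Each of these scores was below 102.86, the lowest in the shRRN3 list reduced to 3920 peaks. None of these start peaks thus remained in the reduced list. OPTN, BECN1, RPTOR and ATG5 were among 3470 protein-coding genes with a TSS peak in shRRN3 alone. ATG16L1 (chromosome 2, 233210051 to 233295674) had no peak in either list. Over the list of 46 core autophagy genes, 3 had a TSS peak in shLacZ (ATG10, ATG101 and GABARAP), which was at percentile 43.2 of random lists. In shRRN3, 20 genes had one, against a random median of 11, at percentile 99.8. All 3 shLacZ genes were among the 20. In the shRRN3 list reduced to 3920 peaks, 6 of the 46 genes had a TSS peak, at percentile 78.4.

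The 5 highest-scoring shLacZ peaks lay at 169006838 to 169010724 and 168912479 to 168918585 on chromosome 3, in the noncoding genes LINC01997 and LINC02082, at 59842489 to 59845261 on chromosome 17 past the end of VMP1, and at 46394453 to 46395217 and 46390274 to 46390929 on chromosome 16 in no annotated gene. The 5 highest-scoring shRRN3 peaks lay past the end of VMP1 (59842218 to 59847081), over ID1 on chromosome 20 (31603762 to 31609028), in LINC01997 (169006826 to 169010586), over the noncoding gene MALAT1 on chromosome 11 (65502667 to 65508191) and past the end of TPT1 on chromosome 13 (45329596 to 45334359). Each of these 10 peaks was overlapped by a peak of the other list. The chromosome 16 peaks lay in a 1 Mb bin where 67.7% of shLacZ peaks were rich in GGAAT or ATTCC words. A satellite source was thus not excluded for them.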

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

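Of the tests in this part, that of a longer or deeper list was chosen only after the result was seen, as was the 20% minimum of GGAAT bases.

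Peaks outside the primary chromosomes entered the ratio of peak numbers of 3.58, but no comparison above examined them separately. The shLacZ list had 10 mitochondrial peaks and the shRRN3 list had 0. On other sequences, such as unplaced contigs and patch scaffolds, there were 84 peaks in shLacZ and 41 in shRRN3. They are given because they are a signal that no comparison above examined separately. Together they made up 2.34% of the shLacZ list (interval 1.90% to 2.86%) and 0.285% of the shRRN3 list (0.205% to 0.387%). A list that is longer or deeper everywhere would hold more of these peaks, yet the ratio of shRRN3 to shLacZ was 0.436, against 3.58 over all peaks, which argues against that explanation. Satellite repeats remain a candidate source. On the primary chromosomes, 3.16% of shLacZ peaks and 0.545% of shRRN3 peaks had at least 20% of their bases in GGAAT or ATTCC words, and with a minimum of 30% the shares were 0.969% and 0.168%. The sequences that carry the other peaks were not analysed here, so satellites and other sources cannot be told apart for them. A weaker enrichment of the shLacZ library over its background is a further possible explanation that was not tested. No biological explanation was tested.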

How the results depend on the processing

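The local shifts, the removal of TTS peaks that also lay at a start, the 30% minimum of GGAAT bases and the segment edges taken from shRRN3 were chosen only after the results were seen, and the other alternatives were fixed before the data were examined.

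Among 75 values under alternatives, for 23 results, 41 stayed within the counting interval of the reported value or, for counts, within 1.5 times of it, 29 moved beyond that, and 5 changed the sign of a difference that had exceeded its counting error. Of these 5, only the difference at TSSs exceeded counting error in the new direction, and the other 4 were no longer detectable. The upstream and downstream differences, which had not, changed sign as well. The upstream difference was −0.277 points over covered bases, −0.191 points with all annotated genes and −0.276 points without the densest bins, each within its interval. The downstream difference changed sign in the reduced shRRN3 list alone. No paired analysis was possible because each group had 1 library.

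Reducing the shRRN3 list to its highest-scoring peaks, as many as shLacZ has, changed most results. It reversed the difference at TSSs (7.96 points, interval 5.82 to 10.1). The differences in exons (0.434 points, −1.40 to 2.27), in introns (−0.179 points, −2.19 to 1.84) and at TTSs (0.128 points, −0.697 to 0.953) changed sign within counting error of 0. It moved the upstream difference to 6.53 points (4.76 to 8.30), which exceeded counting error. The downstream difference moved from −0.299 to 0.638 points (−0.153 to 1.43) and the intergenic difference to −7.42 points. Overlap became 43.5% of shLacZ and 38.5% of shRRN3 peaks. Genes with a TSS peak became 849 in both lists, 665 in shLacZ alone and 1102 in shRRN3 alone, and autophagy genes in shRRN3 became 6. By construction this alternative drops the lower-scoring peaks of one list only.

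Leaving out the densest 1 Mb bins brought the intergenic difference within counting error of 0 (0.528 points, −1.12 to 2.13). The same held for the TTS difference (−0.430 points, −1.11 to 0.156). The differences moved to −5.77 points in exons, 5.73 points in introns and −6.16 points at TSSs. Those bins were rich in intergenic shLacZ peaks, since the intergenic share of shLacZ fell from 28.8% to 22.2% without them. With all annotated genes, the intergenic difference was −3.02 points and the TTS difference −1.84 points. The cause of that TTS change was not tested. The TTS difference was −0.0858 points without ends near a start and −0.217 points without peaks that also lay at a start.

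A stricter score, set alike in both lists although scores depend on depth, raised the ratio of peak numbers to 4.37. It gave overlaps of 74.99% of shLacZ and 15.7% of shRRN3 peaks. Requiring 50% of both peaks gave 38.6% and 10.6%, and peaks set to 500 bp gave 63.7% for shLacZ. Counting any peak within a gene or 2 kb around it gave 5 autophagy genes in shLacZ, and 25 in shRRN3 at percentile 99.3.

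The ratio of TTS to TSS peaks in shRRN3 relative to shLacZ stayed within its interval under each of its 5 alternatives, between 0.839 and 1.04, an interval that includes no change. Against local shifts, the fold at starts was 17.3 in shLacZ and 15.0 in shRRN3, and at ends 3.39 and 2.49. The number of TTS peaks in shLacZ, 137, limits what can be said about gene ends, and the read depth behind either list was not used here.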

Other observations

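Of the tests in this part, those on the enrichment of the longer list, the subset, background calls, weaker added peaks, the score and frequency of losses like that at BMI1, and the segment beside MECOM were chosen only after the result was seen, as were the comparison of losses within quintiles of the score, the values without the BMI1 peak and the 20% minimum of GGAAT bases.

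The larger number of shRRN3 peaks has an open technical explanation. A library that is enriched or sequenced more strongly may bring more of the same sites past the threshold. The shRRN3 peaks without a shLacZ counterpart had a median score percentile of 44.1 within their list, against 81.9 for overlapped ones. A true gain of weak sites after knockdown would give the same pattern. With 1 library per hairpin, enrichment or depth cannot be told apart from an effect of RRN3. The lists did not differ by threshold alone, since 13.8% of shLacZ TSS peaks (183 of 1324, interval 12.01% to 15.8%) had no shRRN3 peak overlapping them or with a midpoint within 1 kb.

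Satellite repeats of the GGAAT family could explain at most a small part of the shLacZ peaks without a counterpart, and other satellite families were not measured. The share with at least 20% of bases in GGAAT or ATTCC words was 3.92% (interval 2.94% to 5.11%) among unmatched and 2.78% (2.18% to 3.48%) among matched peaks. Background calls scattered away from genes do not account for all of them either, because 16.5% of unmatched shLacZ peaks lay at TSSs, against at most 2.41% in shifted lists. That share was below the 42.6% of matched peaks, so background calls among the remainder stay open.

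The lower share of shRRN3 peaks at TSSs may come from weaker peaks that the longer list adds. Of the highest-scoring shRRN3 peaks, as many as in shLacZ, 41.7% lay at TSSs (interval 40.2% to 43.3%), above the 33.8% of shLacZ. GC content was not the whole cause, since the difference averaged over 5 bands of GC was −1.58 points (−2.80 to −0.354), against −3.25 points before. The direction was not uniform: between 60% and 70% GC the shares at TSSs were 77.9% in shLacZ and 70.9% in shRRN3, and under 40% GC they were 1.85% and 3.27%.

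Peaks at gene ends did not all belong to neighbouring starts. In shRRN3, ends without a start within 2 kb held 1.59 times the locally shifted level, with 1.29% of peaks against at most 1.07% in shifted lists. In shLacZ the share of 1.38% was below the highest shifted value of 1.40%. Past the ends of 1120 genes of at least 5 kb with a TSS peak in both lists, within 10 kb and outside other genes, there were 41 shLacZ and 125 shRRN3 peaks, against 216 and 879 in the gene bodies. The ratio of downstream to body peaks in shRRN3 was 0.749 times that in shLacZ, with an interval of 0.505 to 1.13. Fewer peaks past gene ends after RRN3 knockdown and no change cannot be told apart with these counts.

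The shLacZ peak between COMMD3 and BMI1 that shRRN3 lacked was not a call near the threshold, since its score was at percentile 88.4 of the shLacZ list. Losses at such scores were rare. Of 136 shLacZ TSS peaks with a score at least as high, 2 had no shRRN3 peak overlapping or within 1 kb, or 1.47% (interval 0.179% to 5.21%). They were at BMI1 itself and at ATF7IP, the latter named after its values were seen, so 1 of the other 135 was lost. A technical explanation remains open, because the peak was very rich in GC. Of 185 shLacZ TSS peaks with a GC share of 75% or more, 55 had no shRRN3 counterpart, or 29.7%, against 11.2% of the other 1139, a difference of 18.5 points (12.1 to 25.6). Without the peak at BMI1 itself, which prompted the test, the GC-rich share was 29.3% (54 of 184) and the difference 18.1 points (11.7 to 25.3). The loss was more frequent in the GC-rich peaks in each quintile of the score, from 40.0% against 16.6% in the lowest to 8.70% (2 of 23) against 1.95% (5 of 256) in the highest. The 2 include the BMI1 peak, and without it the value is 1 of 22. At scores at least as high as that of the BMI1 peak, 0 of the 9 other GC-rich peaks lacked a counterpart, which allows a share of up to 33.6% (exact interval). A GC bias between the libraries may thus contribute to the absence at BMI1, but no other GC-rich peak of its score showed such a loss and 9 peaks are too few to exclude one. Whether the absence of this peak reflects an effect of RRN3 on readthrough or a change at the BMI1 promoter stays open and was not tested here. By other assays in SK-OV-3 cells, the study reported more COMMD3 and less COMMD3-BMI1 fusion product after RRN3 knockdown, in transcripts and in protein.

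A dense block of peaks lay beside MECOM on chromosome 3, and its position was noticed in the data. The test written first took the peaks to lie over the gene and compared it with its flanks. They did not lie there: shLacZ peaks covered 23.9% of the 500 kb left of MECOM and 0.202% of the gene, so that test decided nothing and was replaced. The run of shLacZ peaks with gaps under 20 kb spanned 203.8 kb (168883079 to 169086858), of which shLacZ peaks covered 59.0% and shRRN3 peaks 54.1%. The 500 kb to its left had 0% and 0.0056%. Pol II running past the end of MECOM is hard to reconcile with the coverage over the gene, 0.202% by 3 shLacZ peaks and 1.07% by 14 shRRN3 peaks, and with no TSS peak of MECOM in either list. The covered bases of the block were 0.918 times as many in shRRN3 as in shLacZ, or 1.17 times within edges taken from shRRN3, against 4.80 times over the primary chromosomes. This ratio decides nothing, because the shLacZ coverage limits it to at most 1.70 in the block. A gain in copy number of the block, which may raise its background in both libraries, and a unit transcribed alike in both cannot be told apart with these lists. The input libraries, which bear on this directly, were not analysed here.

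GC-rich starts did not explain the TSS peaks at autophagy genes in shRRN3. Among random lists matched on the GC of the start, the list was at percentile 99.6, with a median of 12 genes in matched lists against 20 observed. Among the highest-scoring shRRN3 peaks, as many as in shLacZ, the percentile was 78.4, so the excess was not seen without the lower-scoring peaks, although fewer genes leave less room for one. How widely these genes are expressed was not tested.

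RRN3 serves RNA polymerase I, so genes of other polymerases were counted too. On the primary chromosomes, none of the 4 annotated 45S and 17 annotated 5S ribosomal RNA genes had a peak in either list. Peaks on other sequences were not compared with ribosomal RNA genes, and the handling of reads shared between such copies is not stated. Of 443 transfer RNA genes, 12 had a peak within 100 bp in shLacZ and 36 in shRRN3, against at most 4 and 12 in shifted lists.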
